# *In vitro* expanded skeletal myogenic progenitors from pluripotent stem cell-derived teratomas have high engraftment capacity

**DOI:** 10.1016/j.stemcr.2021.10.014

**Published:** 2021-11-18

**Authors:** Ning Xie, Sabrina N. Chu, Karim Azzag, Cassandra B. Schultz, Lindsay N. Peifer, Michael Kyba, Rita C.R. Perlingeiro, Sunny S.K. Chan

**Keywords:** pluripotent stem cells, myogenic differentiation, muscle stem cells, cell therapy, muscular dystrophy

## Abstract

One major challenge in realizing cell-based therapy for treating muscle-wasting disorders is the difficulty in obtaining therapeutically meaningful amounts of engraftable cells. We have previously described a method to generate skeletal myogenic progenitors with exceptional engraftability from pluripotent stem cells via teratoma formation. Here, we show that these cells are functionally expandable *in vitro* while retaining their *in vivo* regenerative potential. Within 37 days in culture, teratoma-derived skeletal myogenic progenitors were expandable to a billion-fold. Similar to their freshly sorted counterparts, the expanded cells expressed PAX7 and were capable of forming multinucleated myotubes *in vitro*. Importantly, these cells remained highly regenerative *in vivo*. Upon transplantation, the expanded cells formed new DYSTROPHIN^+^ fibers that reconstituted up to 40% of tibialis anterior muscle volume and repopulated the muscle stem cell pool. Our study thereby demonstrates the possibility of producing large quantities of engraftable skeletal myogenic cells for transplantation.

## Highlights

• Skeletal myogenic progenitors from PSC-derived teratomas are expandable *in vitro*
• Expanded cells are PAX7^+^ and are capable of differentiating into MHC^+^ myotubes
• Expanded cells engraft and regenerate fibers with adult myosins and innervation
• Expanded cells repopulate the muscle stem cell niche after transplantation

## Introduction

Satellite cells, also known as muscle stem cells, are the primary cells responsible for muscle regeneration (Günther et al., 2013; von Maltzahn et al., 2013). Satellite cells reside between the basal lamina and the sarcolemma of muscle fibers (Mauro, 1961), are normally quiescent, and express the transcription factor Pax7 (Schultz et al., 1978; von Maltzahn et al., 2013). In response to muscle injuries, satellite cells are activated, reenter the cell cycle, rapidly proliferate, differentiate into myoblasts, and fuse to form multinucleated myofibers (Cooper et al., 1999; Snow, 1977). In addition, some satellite cells become quiescent again and repopulate the muscle stem cell pool (Zammit et al., 2004). Satellite cells have tremendous *in vivo* regenerative capability. A single satellite cell is capable of regenerating damaged skeletal muscles by reconstituting both the fiber and the muscle stem cell compartments (Collins et al., 2005; Sacco et al., 2008). Therefore, transplantation of healthy satellite cells is a promising approach for treating skeletal muscle-wasting disorders such as Duchenne muscular dystrophy.

Generating sufficient engraftable cells is a major challenge for realizing cell-based therapy (Blau and Daley, 2019). Satellite cells are scarce, representing only 1% to 2% of mononuclear cells in skeletal muscles (Roth et al., 2000). A therapeutically meaningful amount of satellite cells is thereby unlikely to be obtained from small skeletal muscle biopsies. This problem can be theoretically solved by *in vitro* expansion of satellite cells. However, the robust regenerative potency of satellite cells is lost once they are isolated and grown in cultures. For mouse satellite cells, a 3-day culture led to a 10-fold decrease in engraftment potential (Montarras et al., 2005; Sacco et al., 2008). Cultured canine myoblasts produced poorer engraftment compared with freshly isolated satellite cells (Parker et al., 2012). Human myoblasts expanded *in vitro* also showed low engraftment efficiency and failed to replenish the muscle stem cell pool after transplantation into Duchenne muscular dystrophy patients (Gussoni et al., 1992; Mendell et al., 1995). Optimization of the culturing conditions can alleviate this problem to a certain extent. Satellite cells cultured in hydrogels or artificial niches that resemble the elasticity of the native skeletal muscle environment had improved engraftability (Gilbert et al., 2010; Quarta et al., 2016). Similarly, modulation of the Notch and p38 signaling pathways restored the regenerative potential of cultured satellite cells after transplantation (Charville et al., 2015; Parker et al., 2012). However, these approaches were usually performed within a relatively short period of time in cultures. The validity of long-term *in vitro* expansion of engraftable skeletal myogenic cells remains unresolved.

Pluripotent stem cells (PSCs), including embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), possess great promise for cell therapy targeting degenerating muscles (Chal and Pourquié, 2017). PSCs have theoretically unlimited proliferative potential, thereby allowing generation of sufficient skeletal myogenic progenies for transplantations. Currently there are two main approaches to derive skeletal myogenic cells from PSCs *in vitro* (Chal and Pourquié, 2017; Jiwlawat et al., 2018). Overexpression of skeletal myogenic transcription factors such as PAX3 or PAX7 can efficiently differentiate PSCs into skeletal myogenic progenitors that engraft to form force-generating muscle fibers (Darabi et al., 2012; Filareto et al., 2013). On the other hand, non-transgenic approaches employ various growth factors and small molecules to direct skeletal myogenic differentiation from PSCs (Chal et al., 2015; Shelton et al., 2014). However, skeletal myogenic cells derived from monolayer differentiation do not reliably engraft without further purification, making evaluation of the functionality of the regenerated muscles difficult (Hicks et al., 2018). Also, whether monolayer differentiation-derived skeletal myogenic cells can be passaged and expanded while maintaining their already modest engraftability remains unclear (Al Tanoury et al., 2020).

We recently developed a novel method to differentiate mouse PSCs into skeletal myogenic progenitors via teratoma formation (Chan et al., 2018). On a cell-to-cell basis, teratoma-derived skeletal myogenic progenitors are functionally similar to endogenous satellite cells in forming muscle fibers. Also, these teratoma-derived cells repopulate the muscle stem cell pool and are responsive to subsequent injuries for a secondary regeneration. Here, we show that teratoma-derived skeletal myogenic progenitors are readily expandable *in vitro* while retaining significant parts of their robust *in vivo* regenerative capacity.

## Results

### Teratoma-derived skeletal myogenic progenitors are expandable *in vitro*

We have previously reported that mouse PSC-derived teratomas are rich in skeletal myogenic progenitors with exceptional regenerative potency (Chan et al., 2018). Because it is more feasible to expand a purified skeletal myogenic population than to perform a large-scale differentiation operation followed by a massive purification step for each transplant, it is imperative to explore the *in vitro* expandability of teratoma-derived skeletal myogenic progenitors (Figure 1A). We first induced teratoma formation by implanting EGFP-labeled mouse ESCs (E14-EGFP ESCs) into irradiated and cardiotoxin-injured tibialis anterior (TA) muscles of NSG-mdx^4Cv^ mice as previously described (Chan et al., 2018). At 4 weeks, teratomas were harvested and EGFP^+^ (teratoma-derived) skeletal myogenic progenitors, defined as lineage-negative (Lin^−^) (CD31^−^ and CD45^−^, i.e., non-endothelial and non-hematopoietic, respectively), α7-integrin^+^, and VCAM-1^+^ (α7^+^ VCAM^+^), were isolated by fluorescence-activated cell sorting (FACS) (Figures 1A and S1A) (Chan et al., 2018). We then plated and cultured these freshly sorted cells in a pro-proliferation medium (Figure 1A). Teratoma-derived skeletal myogenic progenitors maintained a steady growth and were amplified by 9 orders of magnitude within 37 days over eight passages (Figure 1B). We subsequently compared the skeletal myogenic characteristics of the passage 8 cells (expanded cells) with their freshly sorted counterparts (fresh cells).

**Figure 1:**
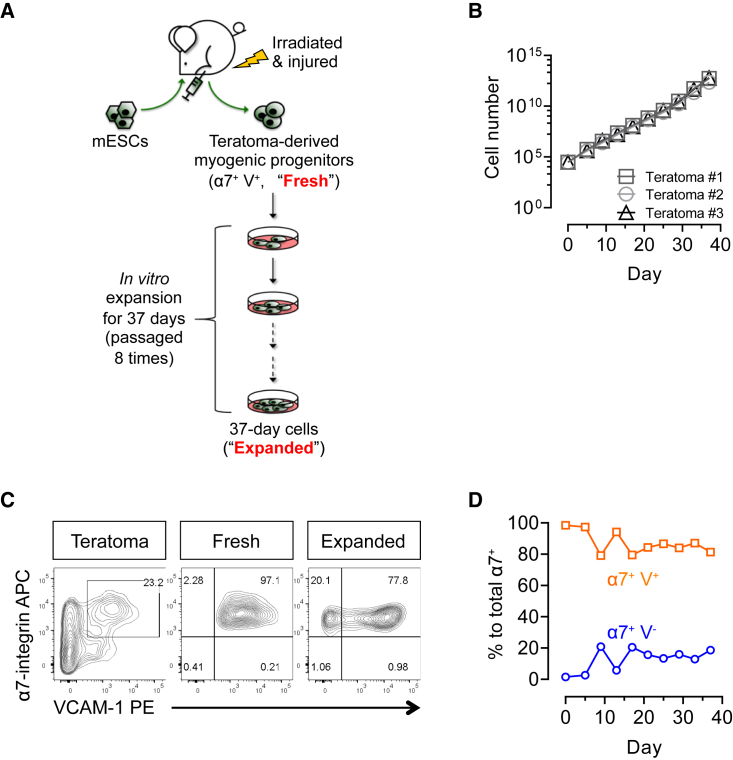
Teratoma-derived skeletal myogenic progenitors are expandable *in vitro* (A) Schematic of *in vitro* expansion of teratoma-derived skeletal myogenic progenitors. Four-week EGFP-labeled mouse ESC-derived teratomas were harvested and FACS sorted for the skeletal myogenic population: CD31^−^ CD45^−^ α7-integrin^+^ VCAM-1^+^ (α7^+^ V^+^) cells. The freshly sorted α7^+^ V^+^ cells (“Fresh”) were subsequently cultured and expanded for another 37 days over 8 passages (“Expanded”). (B) *In vitro* cultures of α7^+^ V^+^ cells showed exponential growth for up to 37 days. Data are shown as the mean ± SEM of three independent experiments. (C) FACS profiling of total teratoma cells, freshly sorted α7^+^ V^+^ cells, and expanded 37-day cells (representative of three independent experiments). (D) Quantitation of α7^+^ V^+^ and α7^+^ V^−^ cells by FACS during *in vitro* expansion. Data are shown as the mean ± SEM of three independent experiments. ESCs, embryonic stem cells; α7, α7-integrin; V, VCAM-1. See also Figure S1.

We first determined whether the expression of α7 and VCAM was altered during the expansion process (Figures 1C and S1B). From the time points we investigated (up to day 37, or passage 8), most cells stably expressed α7 (98.1%–99.1%, 95% confidence interval; n = 3 independent experiments). This suggested that our culture system promoted a predominately skeletal myogenic population with limited non-myogenic potential (e.g., brown adipocytes [Seale et al., 2008]). Among the α7^+^ population, a majority (≥75%) were also VCAM^+^ (Figure 1D), suggesting a muscle stem cell signature (Chan et al., 2013). Indeed, compared with α7^+^ VCAM^−^ resorted cells, α7^+^ VCAM^+^ cells sorted from passage 8 cultures expanded more readily and had a higher expression of muscle stem cell factor *Pax7* but a lower expression of skeletal muscle specification factors *Myod1* and *Myog* (Figure S1C and S1D). Importantly, α7^+^ VCAM^+^ resorted from passage 8 cultures engrafted more reliably than α7^+^ VCAM^−^ cells (Figure S1E). On the other hand, α7^+^ VCAM^−^ cells may represent a skeletal myogenic-committed subpopulation that was differentiating into myoblasts (Giordani et al., 2019).

### Expanded teratoma-derived α7^+^ VCAM^+^ cells remain highly skeletal myogenic

Quiescent satellite cells in adult skeletal muscles express the transcription factor PAX7 (von Maltzahn et al., 2013). We observed comparable expression of the PAX7 protein in both freshly sorted and expanded teratoma-derived α7^+^ VCAM^+^ cells, suggesting that the expanded cells remained mostly undifferentiated (Figure 2A). In contrast, PAX7 was significantly reduced in endogenous satellite cells after *in vitro* expansion for eight passages (Figures S2A and S2B).

**Figure 2:**
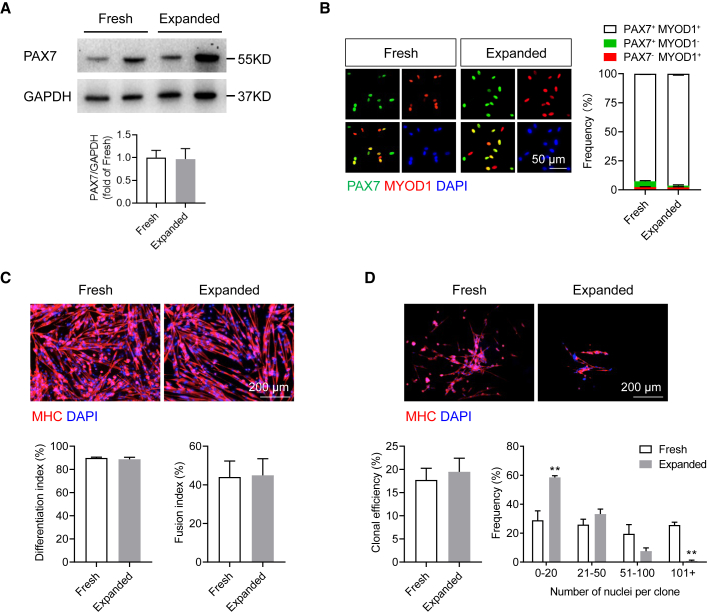
*In vitro* characterization of expanded teratoma-derived skeletal myogenic progenitors (A) Immunoblots (top) and quantification (bottom) showing that both freshly sorted and expanded cells expressed the muscle stem cell transcription factor PAX7 (two independent samples from each group are shown). Data are shown as the mean ± SEM of five independent experiments. (B) Immunostaining (left) and quantification (right) showing the expression of PAX7 and MYOD1 in 3-day cultures of freshly sorted and expanded cells. Scale bar represents 50 μm. Data are shown as the mean ± SEM of three independent experiments. (C) Immunostaining (top) of MHC in freshly sorted and expanded cells cultured in differentiation medium. Scale bar represents 200 μm. Quantification of differentiation (bottom left) and fusion in MHC^+^ myotubes (bottom right) from three independent experiments. Data are shown as the mean ± SEM. (D) Clonal analysis (top) showing that both single freshly sorted and expanded cells were capable of forming MHC^+^ skeletal myogenic colonies. Scale bar represents 200 μm. Quantification of clonal efficiency (bottom left) and clonal size distribution (bottom right) from three independent experiments and 170 single cells per experiment. ^∗∗^p < 0.01. Data are shown as the mean ± SEM. α7, α7-integrin; V, VCAM-1; MHC, myosin heavy chain. See also Figure S2.

Once isolated and in culture (or in response to injury *in vivo*), satellite cells become activated and begin to express the skeletal myogenic specification factor MYOD1 (Brack et al., 2008; Tierney et al., 2016). Indeed, after 3 days of culture, cells in both groups started to express MYOD1 (Figure 2B). A majority of them were PAX7^+^ MYOD1^+^ (fresh, 92.7% ± 0.6%; expanded, 96.4% ± 1.3%; n = 3 independent experiments, p > 0.05), indicating a predominately activated/proliferating population as expected. Notably, a small but significant subpopulation of cells remained in an inactivated PAX7^+^ MYOD1^−^ state (fresh, 5.0% ± 0.6%; expanded, 1.6% ± 0.7%; n = 3 independent experiments, p < 0.05). PAX7^−^ MYOD1^+^-committed myoblasts were also observed (fresh, 2.4% ± 0.3%; expanded, 2.0% ± 0.6%; n = 3 independent experiments, p > 0.05).

We next probed the skeletal myogenic differentiation potential of these cells. In serum-depleted conditions, proliferating skeletal myogenic progenitors differentiated into myosin heavy chain-positive (MHC^+^) myoblasts, which subsequently fused into multinucleated myotubes. We found that both freshly sorted and expanded cells were equally adept at developing into myoblasts and fusing into myotubes (Figure 2C).

In culture, single satellite cells are capable of forming individual colonies (Seale et al., 2001). To test the clonality of teratoma-derived skeletal myogenic progenitors, we seeded single freshly sorted and expanded cells by FACS into 96-well plates and cultured them in a medium that supports both proliferation and differentiation (Ippolito et al., 2012). After 8 days, we observed a similar clonal efficiency between the two groups (Figure 2D). Nevertheless, colonies from freshly sorted cells appeared to consist of more myonuclei than expanded cells (Figure 2D). Therefore, on a cell-to-cell basis, freshly sorted cells and expanded cells have comparable proficiency in forming MHC^+^ colonies, although colonies from the latter cells were at a smaller size. Altogether, our results showed that *in vitro* expansion did not fundamentally alter the skeletal myogenic nature of teratoma-derived α7^+^ VCAM^+^ cells.

### Expanded teratoma-derived skeletal myogenic progenitors engraft and differentiate into muscle fibers upon transplantation

To assess the *in vivo* regenerative potential of expanded teratoma-derived α7^+^ VCAM^+^ cells, we performed intra-muscular transplantations (Figure 3A). We transplanted the freshly sorted or the expanded teratoma-derived skeletal myogenic progenitors into the TA muscles of NSG-mdx^4Cv^ mice (Arpke et al., 2013). These animals are immunocompromised (from the NSG background) and their muscles lack dystrophin (from the mdx^4Cv^ background), thereby allowing allogeneic cell transplantations and identification of donor-derived fibers (DYSTROPHIN^+^). Also, the TA muscles were irradiated and cardiotoxin-injured to create a permissive environment for cell transplantation (Chan et al., 2018). We transplanted into each TA 40,000 cells, a number we have previously determined to be functionally equivalent to the amount of endogenous PAX7^+^ satellite cells in a single TA muscle (Brack et al., 2005; Chan et al., 2018), and evaluated fiber engraftment after 4 months (Figures 3B and 3C). As a direct comparison, we also transplanted freshly isolated and expanded (day 37, or passage 8) endogenous satellite cells harvested from adult muscles (Figures 3B, 3C, and S2A). Freshly sorted teratoma-derived α7^+^ VCAM^+^ cells displayed robust fiber engraftment, regenerating ∼80% of the TA muscle. This level of engraftment is almost equivalent to endogenous satellite cells freshly isolated from adult muscles. Intriguingly, expanded teratoma-derived skeletal myogenic progenitors also produced a significant number of DYSTROPHIN^+^ fibers, reconstituting >40% of the total muscle volume. This is particularly exciting, as endogenous satellite cells rapidly lost their engraftment capability (to ∼5%) once they were in culture (Figures 3B and 3C and Montarras et al., 2005; Sacco et al., 2008).

**Figure 3:**
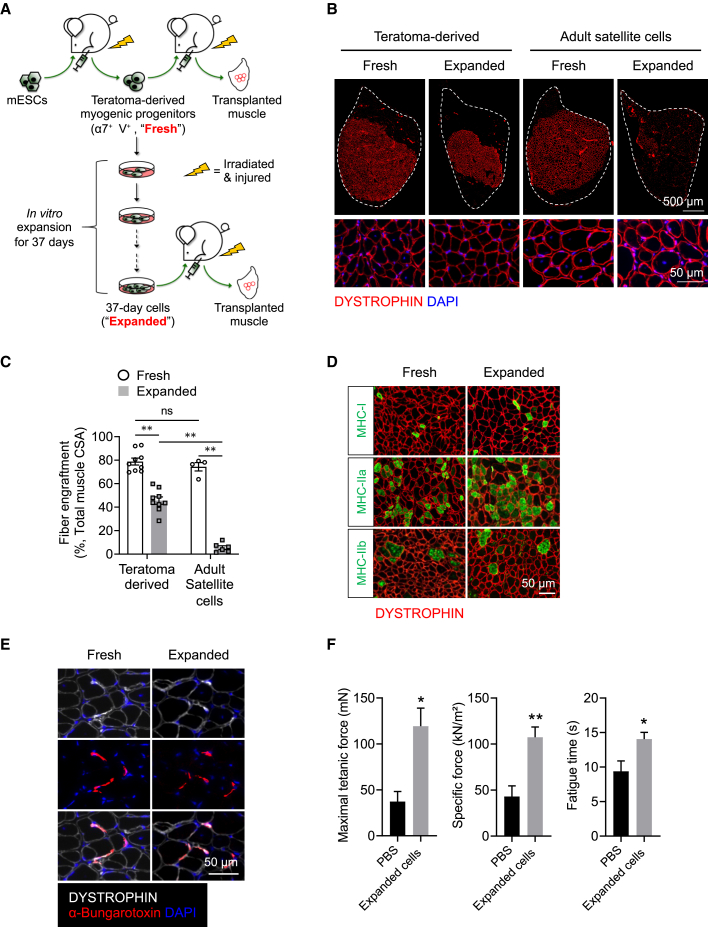
Expanded teratoma-derived skeletal myogenic progenitors engraft and form new muscle fibers (A) Schematic of evaluation of the engraftability of freshly sorted and expanded teratoma-derived skeletal myogenic progenitors. (B) Freshly sorted (far left) and expanded (middle left) teratoma-derived skeletal myogenic progenitors engrafted and formed DYSTOPHIN^+^ fibers 4 months post-transplant. In contrast, freshly sorted adult satellite cells (middle right) engrafted, but their expanded counterparts (far right) did not. The whole TA muscle is outlined (top, scale bar represents 500 μm), and magnified images are shown (bottom, scale bar represents 50 μm). Representative images from four to nine biological replicates. (C) Quantification of fiber engraftment (DYSTROPHIN^+^ fibers) in transplanted TA muscles (n = 4–9 biological replicates). Data are shown as the mean ± SEM. ^∗∗^p < 0.01; ns, not significant. (D) Newly formed DYSTROPHIN^+^ muscle fibers derived from freshly sorted and expanded cells consisted of slow-twitch (MHC-I) and fast-twitch (MHC-IIa and MHC-IIb) fibers (representative images from six biological replicates). Scale bar represents 50 μm. (E) Potential presence of neuromuscular junctions as revealed by close proximity of α-bungarotoxin staining to newly formed DYSTROPHIN^+^ fibers derived from freshly sorted and expanded cells (representative images from three biological replicates). Scale bar represents 50 μm. (F) *In situ* physiological assessment revealed functional improvement 4 months after transplantation of expanded teratoma-derived skeletal myogenic progenitors (n = 5–9 biological replicates). ^∗^p < 0.05, ^∗∗^p < 0.01 versus PBS (vehicle). ESCs, embryonic stem cells; α7, α7-integrin; V, VCAM-1; CSA, cross-sectional area. See also Figures S2–S4.

The remarkable engraftment potential of teratoma-derived skeletal myogenic progenitors that have been cultured for 37 days (passage 8) prompted us to determine whether these cells remain engraftable if they were expanded to a longer time point. To address this, we cultured teratoma-derived skeletal myogenic progenitors in a dish for 79 days to passage 18. These passage 18 cells expanded readily, were mainly α7^+^ VCAM^+^, expressed PAX7, and were capable of differentiating into multinucleated myotubes (Figures S3A–S3D). Remarkably, passage 18 cells remained highly regenerative *in vivo*, with an engraftment level similar to passage 8 cells (Figures S3E and S3F).

The above results were obtained using E14 ESCs. To evaluate whether the expandability of teratoma-derived skeletal myogenic progenitors is also applicable to other PSC lines, we tested C57BL/6N-PRX-B6N #1 ESCs and Pax7-ZsGreen iPSCs (Chan et al., 2018). We found that teratoma-derived α7^+^ VCAM^+^ cells obtained from these PSC lines were expandable (at least up to passage 8) and remained highly skeletal myogenic in forming myotubes *in vitro* and in regenerating new muscle fibers after transplantation (Figures S4A–S4H).

### Newly formed fibers in muscles transplanted with expanded teratoma-derived skeletal myogenic progenitors are functional

Adult skeletal muscles consist of multiple fiber types, including slow-twitch (MHC-I) and fast-twitch (MHC-IIa and MHC-IIb) isoforms. To determine the maturity of the regenerated muscles, we evaluated their fiber type composition. Immunostaining of the newly formed muscles revealed that all of these adult myosin isoforms were present at varying degrees in DYSTROPHIN^+^ fibers derived from both freshly sorted and expanded cells (Figures 3D and S4I). Measurement of individual fiber cross-sectional area also showed similar fiber size distributions between the two cell groups (Figure S4J).

Innervation of newly formed fibers is essential to their maturation and longevity. We undertook staining with α-bungarotoxin, which binds to the nicotinic acetylcholine receptors in the post-synaptic membrane of the neuromuscular junction. We observed a close proximity of α-bungarotoxin immunostaining to DYSTROPHIN^+^ fibers derived from both freshly sorted and expanded cells, suggesting a potential presence of neuromuscular junctions in these newly formed fibers (Figure 3E).

Next, we evaluated whether the expanded cells were capable of endowing functional improvement to the transplanted muscles. Four months post-transplant, we performed physiological assessment to the transplanted TA muscles *in situ*. Comparing with the PBS-injected control muscles, we observed a significant improvement in maximal tetanic force, specific force, and fatigue time in muscles transplanted with expanded teratoma-derived skeletal myogenic progenitors (Figure 3F). These results indicated that the regenerated muscles were functional and capable of force generation.

### Expanded teratoma-derived skeletal myogenic progenitors repopulate the muscle stem cell compartment upon transplantation

The long-term maintenance of the regenerated muscles is ultimately determined by the ability of the transplanted cells to reconstitute the muscle stem cell pool. We first performed immunostaining on sections of the transplanted muscles with antibodies against EGFP (donor cells), PAX7 (satellite cells), and laminin (sarcolemma). We readily observed EGFP^+^ PAX7^+^ cells under the muscle basal lamina (laminin^+^) from both freshly sorted and expanded cell transplantations (Figure 4A). This indicated that the transplanted cells adopted a satellite cell fate and repopulated the muscle stem cell niche.

**Figure 4:**
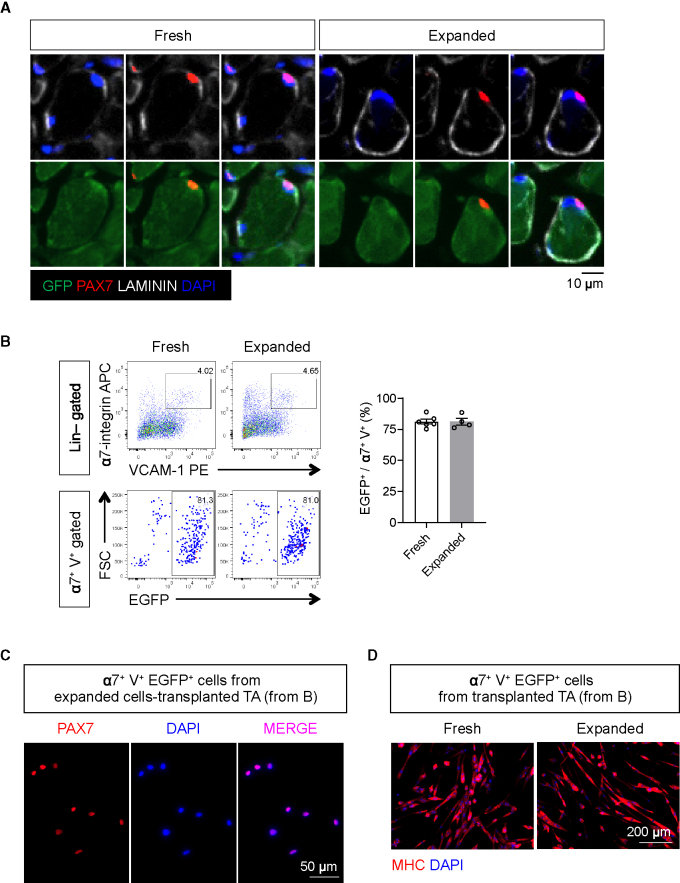
Expanded teratoma-derived skeletal myogenic progenitors reconstitute the muscle stem cell pool after transplantation (A) Immunostaining showing the presence of donor-derived EGFP^+^ PAX7^+^ putative muscle stem cells under the basal lamina in transplanted muscles (representative images from six biological replicates). Scale bar represents 10 μm. (B) FACS analysis (left) and quantification (right; n = 4–6 biological replicates) of transplanted muscles revealed that the majority of Lin^−^ (CD31^−^ CD45^−^) α7^+^ V^+^ muscle stem cells are also EGFP^+^, i.e., donor derived. Data are shown as the mean ± SEM. (C) Reisolated α7^+^ V^+^ EGFP^+^ cells (from [B]) from expanded cell-transplanted TA muscles expressed PAX7 (representative images from three biological replicates). Scale bar represents 50 μm. (D) Reisolated α7^+^ V^+^ EGFP^+^ cells (from [B]) differentiated into multinucleated MHC^+^ myotubes in cultures (representative images from four to six biological replicates). Scale bar represents 200 μm. α7, α7-integrin; V, VCAM-1.

We wished to further quantify the extent to which teratoma-derived skeletal myogenic progenitors reconstituted the muscle stem cell compartment. We evaluated the mononuclear fraction of the transplanted muscles by FACS for signs of muscle stem cell contribution. Remarkably, the cultured cells gave rise to as many α7^+^ VCAM^+^ mononuclear cells as the freshly isolated teratoma cells (Figure 4B). These reisolated EGFP^+^ α7^+^ VCAM^+^ cells expressed PAX7 (Figure 4C) and were capable of differentiating into MHC^+^ multinucleated myotubes upon subsequent culture (Figure 4D). Altogether, our results demonstrate that teratoma-derived skeletal myogenic progenitors have an unprecedented level of *in vitro* expansion potential while maintaining a very high potency for muscle regeneration after transplantation.

### Several factors may contribute to the engraftability of expanded teratoma-derived skeletal myogenic progenitors

As illustrated above, expanded teratoma-derived skeletal myogenic progenitors had an engraftment capacity superior to that of expanded adult satellite cells cultured in the same conditions (Figures 3B and 3C). The difference in engraftability might be due to relative PAX7 expression, as *in vitro* expansion over eight passages reduced PAX7 levels in adult satellite cells but not in teratoma-derived skeletal myogenic progenitors (Figures 2A and S2B). Cell senescence might also be a contribution factor, as p21^Waf1/Cip1^ started to emerge in the expanded but not in the freshly isolated teratoma-derived α7^+^ VCAM^+^ cells (Figure S5A). On the other hand, both freshly isolated and expanded teratoma-derived skeletal myogenic progenitors had similar profiles in myotube formation potential (Figure 2C) and cell-cycle stages (Figure S5B).

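RNA was sequenced from 8 libraries of mouse skeletal myogenic cells, 2 biological replicates in each of 4 groups. T_F_ cells were myogenic progenitors sorted directly from teratomas, the mixed-tissue tumors that injected pluripotent stem cells form, and T_E_ cells were such progenitors after culture to day 37 and passage 8. S_F_ cells were satellite cells, the stem cells of adult muscle, sorted directly from muscle, and S_E_ cells were satellite cells cultured to the same day and passage. The libraries were made with a strand-specific kit for small amounts of total RNA and were read from both ends. The authors deposited an estimated count of reads for each of 24980 gene symbols in each library, without normalization. The paper's main text names no aligner, genome build or counting program and refers to supplemental procedures, which were not read here. The counts were not all whole numbers and were rounded before testing. The total was 11930881 and 12178396 counts in the T_F_ replicates, 19198747 and 18342610 in T_E_, 13973324 and 16872742 in S_F_, and 21146554 and 17035767 in S_E_. The ribosomal RNA precursor Rn45s took between 7.99% and 21.3% of the counts of a library, with the lowest shares in T_F_. The replicates of each group differed by more than the sampling noise of counts, least in T_E_ (chi-square per degree of freedom 12.1 over 13446 genes) and most in S_E_ (93.0 over 14281 genes), so all 8 libraries were kept as separate samples.

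The 17582 genes with enough counts for edgeR's filter were compared between groups with edgeR's quasi-likelihood test, with 1 fit over the 4 groups and TMM normalization, and a gene was counted as differentially expressed at the paper's thresholds, a fold change above 1.25 and an adjusted p-value below 0.05 after Benjamini-Hochberg adjustment. Normalized counts given for single genes were divided by DESeq2's median-ratio size factors, which is the scale of Table S1. Over the 523 genes of Table S1, the values so obtained differed from the paper's by a median of 0.504% where the paper's value was at least 50. Counts were simulated for the 17582 genes with these library sizes and spreads, and only 200 genes were changed, 2- to 3-fold between T_E_ and S_E_. The fit called 21.5% of the 200 in the right direction, and 4.44% of its calls were genes that had not been changed. The Benjamini-Hochberg cutoff is stricter where few genes change, so the share found in the data may be higher.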

To gain further insights into why teratoma-derived skeletal myogenic progenitors have such a high expandability and functionality, we performed an RNA-sequencing (RNA-seq) experiment using four groups of skeletal myogenic cells: fresh teratoma-derived (T_F_), expanded (day 37/passage 8) teratoma-derived (T_E_), fresh satellite (S_F_) (all three engraftable), and expanded (day 37/passage 8) satellite cells (S_E_) (much less engraftable) (Figure 5A). 

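Principal components were computed from the log2 normalized counts (plus 1) of the 17582 tested genes, each gene centered and scaled. The share of the variance was 45.2% for PC1 and 19.7% for PC2. On PC1 the fresh libraries lay between 28.9 and 135 and the expanded libraries between -87.6 and -62.9. On PC2 the T_F_ libraries, at 93.9 and 91.6, lay apart from the other 6, which lay between -55.3 and -14.1. PC3, with 11.8% of the variance, separated T_E_ (-54.2 and -59) from S_E_ (73.4 and 48.5).

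In the full space of genes, the mean Euclidean distance between T_E_ and S_E_ libraries was 143. It was the shortest of the 6 distances between groups, the others lying between 187 (T_E_ and T_F_, and S_E_ and T_F_) and 231 (T_E_ and S_F_). The distance between the replicates of a group was 90.5 in T_E_, 122 in S_E_, 125 in T_F_ and 141 in S_F_. The T_E_ to S_E_ distance was 0.736 of the median of the other distances between groups. With only the 500 most variable genes this ratio was 0.479 and the share of PC1 was 73.6%. With each library left out in turn, the ratio was between 0.661 and 0.739, and T_E_ and S_E_ remained the closest pair of groups in each case.

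**Figure D1:**
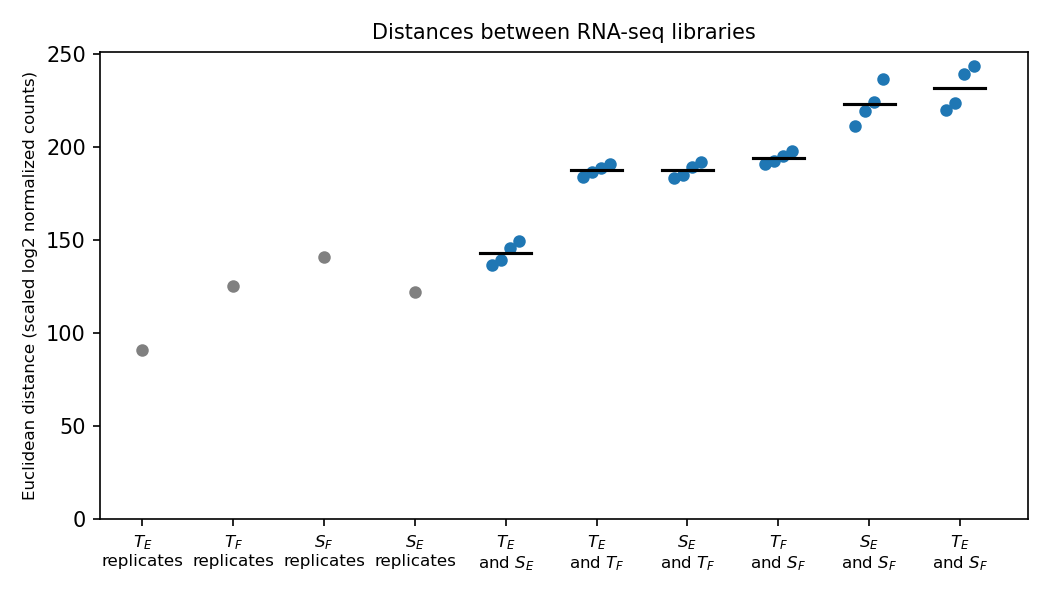
Euclidean distance between pairs of RNA-seq libraries on scaled log2 normalized counts of 17582 genes (y axis) for the replicates of each group (gray points, 1 pair each) and for each pair of groups (blue points, 4 library pairs each, with a line at their mean). The mean distance between T_E_ and S_E_ libraries is 143, against 187 to 231 for the other pairs of groups.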

From principal-component analysis, it is intriguing to see that the three engraftable populations are relatively spread out and that the two expanded cell populations are very close to each other, even though one is engraftable and the other is not (Figure 5B). Comparisons between the three engraftable populations (T_F_, T_E_, and S_F_) and the non-engraftable population (S_E_) revealed 240 upregulated genes and 283 downregulated genes (Figures 5C and 5D; Table S1).

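In the comparison with S_E_, 2544 genes were higher and 1611 lower in T_F_, 553 higher and 715 lower in T_E_, and 3475 higher and 3677 lower in S_F_ (edgeR's quasi-likelihood test, adjusted p below 0.05 and fold change above 1.25). For S_F_ the majority direction depended on the method, with 3956 higher and 3065 lower genes under median-ratio size factors and 4884 and 3279 with DESeq2. Genes higher in all 3 groups than in S_E_ numbered 258, and genes lower in all 3 numbered 169. The alternatives moved the number of commonly higher genes to between 120, with only the 2 groups compared in each fit, and 441, with DESeq2, and that of the lower genes most when every gene with at least 1 count was tested, to 321. Of the genes in Table S1, 196 of the 240 higher genes and 161 of the 283 lower genes were among those found here. The other 166 genes of Table S1 were missed mostly in the comparison of T_E_ with S_E_, where 155 of them were not called, and all 240 higher and 283 lower genes had the direction of Table S1 in all 3 comparisons.

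The 3 comparisons share the S_E_ libraries, so some agreement between them arises without any effect. In 20 simulations in which all 8 libraries were drawn from the same means, 49.7% of the genes had the same sign in all 3 comparisons, against 38.1% in the data. The shared reference largely fixes this share in advance where no group differs, so the 2 values do not measure the agreement in the data. At most 83 genes in a simulation had 1 sign and an unadjusted p below 0.05 in all 3, against 1023 in the data. At most 3 calls were made over the 3 simulated comparisons, so the simulations do not show how far the shared libraries raise the overlap of genes that are called. The same overlap with another group as the reference gave 392 higher and 143 lower genes against T_E_, 159 and 440 against T_F_, and 1774 and 1034 against S_F_. The larger of the 2 numbers against S_F_ depended on the method, with 1331 and 1284 under median-ratio size factors, 1501 and 1637 with DESeq2 and 965 and 1158 with only the 2 groups compared in each fit. Of the 258 genes commonly higher than in S_E_, 37 lie on chromosome 6, or 14.3% against 5.25% of the tested genes. From the genes shared by the 3 engraftable populations, the paper goes on to look for factors whose expression follows engraftment.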

**Figure 5:**
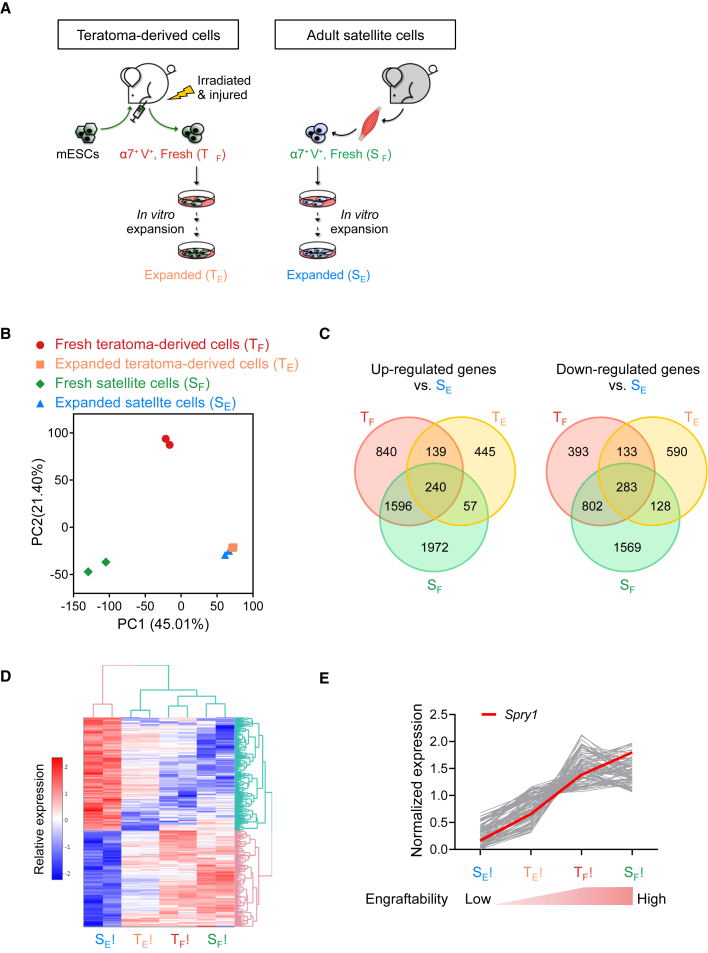
RNA-seq analysis to discover factors that might regulate the engraftability of skeletal myogenic progenitors (A) Schematic of samples used for RNA-seq analysis: freshly isolated (T_F_) and expanded (T_E_) teratoma-derived skeletal myogenic progenitors and freshly isolated (S_F_) and expanded (S_E_) adult satellite cells (n = 2 biological replicates from each group). (B) Principal-component analysis. Note that the transcriptomes of the three engraftable cell populations (T_F_, T_E_, and S_F_) are relatively spread out and the two expanded cell populations (T_E_ and S_E_) are very close to each other. (C) Venn diagrams showing differentially expressed genes (fold change >1.25, adjusted p < 0.05) that are commonly upregulated (left) or downregulated (right) in the three engraftable cell populations (T_F_, T_E_, and S_F_) versus the non-engraftable cells (S_E_). (D) Heatmap showing the 240 upregulated and 283 downregulated genes from (C). (E) Expression of upregulated genes with a Pearson correlation coefficient of >0.9 (gray lines) in the four cell populations. Expression of *Spry1* is shown in red. See text for details. See also Figure S5 and Tables 1 and S2.

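Among the 258 commonly higher and 169 commonly lower genes with a mean of at least 50 normalized counts, the 5 in each direction with the largest change in the weakest of the 3 comparisons were taken. The 5 higher genes, Kazn, Mycn, Scara5, Bche and C1qtnf7, had 0 counts in both S_E_ libraries. With S_E_ set to the limit of 3 counts that a count of 0 allows, Kazn was at least 137-fold higher in T_E_, 331-fold in T_F_ and 230-fold in S_F_. For the transcription factor gene Mycn the least folds were 61.4 in T_E_, 44.7 in T_F_ and 68.4 in S_F_. Scara5 had a mean of 73.4 normalized counts in T_E_ against 1276 in T_F_ and 1163 in S_F_. By this mean it was at least 31.1-fold higher in T_E_ than in S_E_, but the T_E_ replicates were apart, at 39.7 and 107. The least folds of the T_E_ mean over S_E_ were 26.7 for Bche, with 41.2 and 84.8 normalized counts in the T_E_ replicates, and 31.1 for C1qtnf7.

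The 5 lower genes were Sct, Scn9a, H19, Myh1 and Dynap. H19, a noncoding RNA, had 126000 and 281200 normalized counts in the S_E_ libraries and 0 in both T_E_ libraries, at least 89300-fold lower, while T_F_ had 3020 ± 2430 (SD, n = 2) and S_F_ 573 ± 117 (SD, n = 2). Myh1, a myosin heavy chain gene whose reads can be split with its close paralogs, had 46700 ± 24400 normalized counts in S_E_ and 1730 ± 303 in T_E_ (SD, n = 2 each), a log2 fold change of -4.73 (standard error 0.433, adjusted p = 0.000348 from edgeR's quasi-likelihood test). Scn9a had 4123 and 607 normalized counts in the S_E_ replicates and 0 in both T_E_ libraries. Sct had 1761 and 580 in S_E_ and 0 in T_E_. For Dynap the S_E_ replicates were also far apart, at 1925 and 400 normalized counts, and T_E_ had 46.1 ± 22.7 (SD, n = 2).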

We reasoned that factors that regulate engraftability may have their expression directly correlated to engraftment potential, that is, samples with the best engraftment would contain the highest level of engraftment-promoting genes and vice versa. We therefore calculated the Pearson correlation coefficient between engraftment and gene expression and looked for genes with a positive correlation (r > 0.9) (Figure S5C; Table S2). 

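The paper's main text gives no list of the engraftment values used. The coefficients of all 523 genes in Table S2 were matched, with a largest error of 3.7e-06, by a single set of 4 values in which T_E_ lies 55.6% and S_F_ 94.1% of the way from S_E_ to T_F_, and these positions were used. Each coefficient rests on only 4 group means and was not tested, so the values below describe these groups only. Of the 258 genes commonly higher than in S_E_, 74 had r above 0.9 between mean normalized counts and engraftment, and 71 of them are among the 90 genes with r above 0.9 in Table S2. On the log2 scale of the counts 164 of the 258 genes passed. With the 240 higher genes of Table S1 in place of the 258, 90 genes passed. Over all 17582 tested genes, 474 genes (2.70%) had r above 0.9, and 12 of the 24 ways to assign the 4 values to the groups gave at least as many.

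The 258 genes had been selected for a low level in S_E_, which has the lowest engraftment. In 172 of the 258 genes (66.7%) the mean of T_E_ was below those of both T_F_ and S_F_. Among the 258 genes, the real assignment of the engraftment values gave the most genes with r above 0.9 of all 24. The next gave 70. RNA of other cell types in the fresh libraries may add to the fresh levels of these genes, which was not tested.

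The highest coefficients of Table S2 belong to Mdfic, Chst3, Ifi27, Pkdcc and Bmp4, and here r was 0.997, 0.997, 0.995, 0.992 and 0.989. The log2 fold changes of T_E_ over S_E_ were 1.51 for Mdfic, 1.54 for Chst3, 1.49 for Ifi27, 2.46 for Pkdcc and 5.25 for Bmp4, with adjusted p-values of 0.00312, 0.0353, 0.0199, 0.0295 and 0.000296 from edgeR's quasi-likelihood test. The S_E_ replicates of Pkdcc and Bmp4 were far apart. Pkdcc was 1.73 without S_E_ replicate 1 and 3.96 without S_E_ replicate 2, and Bmp4 6.48 and 4.65. Mdfic lies on chromosome 6, whose genes were higher by a median of 0.53 (log2) in T_E_. The calls of Ifi27 and Pkdcc were not kept when only the 2 groups compared entered the fit, with adjusted p-values of 0.0602 and 0.0883 in the weakest of the 3 comparisons. Chst3 was not kept when edgeR tested against the 1.25-fold threshold itself (0.0529). The lowest coefficients belong to Txlnb, Prob1 and Fabp3, with r of -0.999, -0.999 and -1 here. Their log2 fold changes of T_E_ over S_E_, -0.99, -0.96 and -0.98, did not pass the threshold (adjusted p = 0.157, 0.119 and 0.455 from the same test). Those of Txlnb and Prob1 were -0.47 and -0.43 without S_E_ replicate 2, and -1.36 and -1.34 without S_E_ replicate 1.

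**Figure D2:**
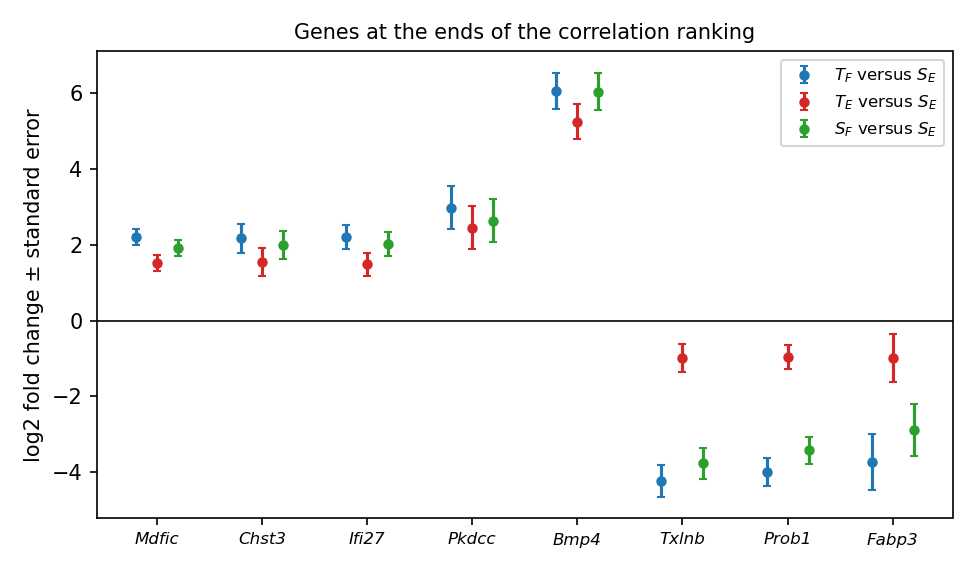
log2 fold change with its standard error (y axis) of the 5 highest and 3 lowest genes of Table S2 in T_F_, T_E_ and S_F_ versus S_E_, 2 libraries per group. T_E_ lies closer to S_E_ than T_F_ and S_F_ do for each gene, from 5.25 for Bmp4 to -0.99 for Txlnb.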

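Spry1, which encodes an inhibitor of receptor tyrosine kinase signaling, is listed by symbol in the authors' counts, which give no coordinates. In the GENCODE M21 annotation of the mouse genome, matched by symbol, it is a protein-coding gene on the plus strand of chromosome 3 from 37639947 to 37644598. Its normalized counts were 2347 and 2693 in T_F_ (2520 ± 245, SD, n = 2), 1107 and 1301 in T_E_ (1204 ± 138, SD, n = 2), 3141 and 3343 in S_F_ (3242 ± 143, SD, n = 2) and 157 and 436 in S_E_ (297 ± 197, SD, n = 2). The log2 fold change over S_E_ was 3.06 in T_F_ (standard error 0.401, adjusted p = 0.000529 from edgeR's quasi-likelihood test), 2.04 in T_E_ (standard error 0.387, adjusted p = 0.0125) and 3.26 in S_F_ (standard error 0.404, adjusted p = 0.000213). The means were 8.50, 4.06 and 10.9 times that of S_E_.

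T_E_ had less Spry1 RNA than T_F_, with a log2 fold change of -1.01 that did not pass the threshold (standard error 0.372, adjusted p = 0.0736 from the same test). With only the T_E_ and S_E_ libraries in the fit, the log2 fold change of T_E_ over S_E_ was 2.04 and its adjusted p 0.0569, which is no longer past the threshold. The S_E_ replicates were far apart, and the log2 fold change of T_E_ was 1.49 without S_E_ replicate 1 and 2.96 without S_E_ replicate 2. The correlation coefficient with engraftment over the 4 group means was 0.937, the 41st highest of the 258 commonly higher genes. With round engraftment values taken from the paper's wording (5% for S_E_, 40% for T_E_ and 80% for T_F_, with S_F_ set equal to T_F_) it was 0.968 and the 26th highest. On TMM-normalized counts Spry1 was the 20th highest, and without T_F_ replicate 2 the 55th.

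**Figure D3:**
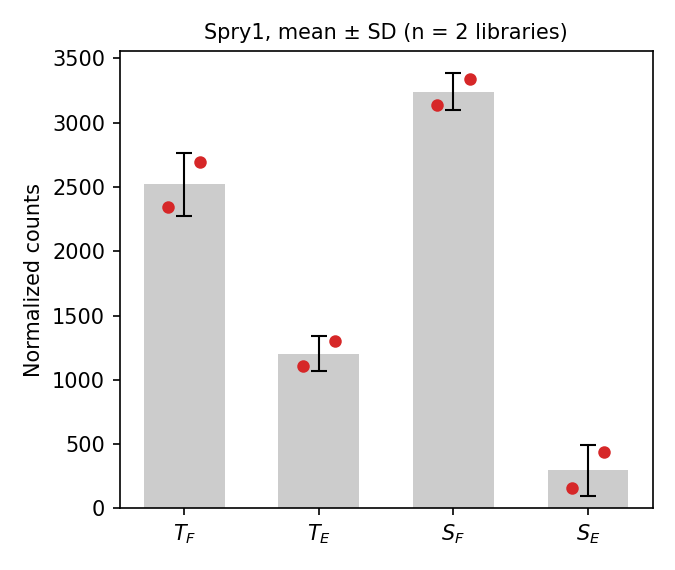
Normalized counts of Spry1 (y axis) in the 2 libraries of each group (points), with the mean (bars) and SD (lines). S_E_ has 157 and 436 counts, T_E_ 1107 and 1301, and all fresh libraries at least 2347.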

From this analysis, we found *Spry1* (Sprouty1) expression to be highly correlated to engraftment: it is minimally expressed in S_E_ (minimal engraftment), moderately expressed in T_E_ (modest engraftment), and highly expressed in S_F_ and T_F_ (both have the best engraftment) (Figure 5E). Importantly, Sprouty1 has been reported as a key regulator of satellite cell quiescence and self-renewal (Shea et al., 2010). Also, satellite cells that lack Sprouty1 were previously shown to undergo apoptosis during muscle regeneration (Shea et al., 2010), which may explain why cultured satellite cells that minimally express Sprouty1 do not engraft reliably (this study and Sacco et al., 2008). 

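In these libraries the Spry1 level of S_E_ was the lowest of the 4 groups but was above that of 61.9% of the 17582 tested genes, against 86.8% in T_E_, 94.6% in T_F_ and 95.4% in S_F_. Spry1 RNA was lower in S_E_ than in S_F_, by a log2 fold change of -3.26. The fresh libraries also held RNA of endothelial, haematopoietic and fibro-adipogenic marker genes, which was far lower after culture. How much of the fall in Spry1 arose in the satellite cells themselves was not tested. The fall was smaller in the teratoma-derived cells, and the difference between the 2 changes was 2.25 on the log2 scale (standard error 0.531, adjusted p = 0.0212 from edgeR's quasi-likelihood test of the interaction). From the level of Sprouty1 in cultured satellite cells, the paper proposes an explanation for their poor engraftment.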

Altogether, Sprouty1, Pax7, and cell senescence might contribute to the engraftability of expanded teratoma-derived skeletal myogenic progenitors.

## Discussion

Differentiation of PSCs into skeletal myogenic cells that can reliably engraft has been difficult. We have previously shown that skeletal myogenic progenitors obtained from PSC-derived teratomas have exceptional *in vivo* regenerative potency in forming new fibers and repopulating the muscle stem cell pool (Chan et al., 2018). Here, we have further extended these findings in showing that teratoma-derived skeletal myogenic progenitors are capable of tremendous *in vitro* expansion without losing their remarkable regenerative power after transplantation.

We have provided multiple lines of *in vitro* and *in vivo* evidence in showing that expanded teratoma-derived skeletal myogenic progenitors have muscle stem cell characteristics. The expanded cells were PAX7^+^, expressed the muscle stem cell surface markers α7 and VCAM, and were capable of forming MHC^+^ colonies with multinucleated myotubes from single cells (i.e., clonal). Most importantly, the expanded cells remained highly engraftable. When culture-expanded cells were transplanted, they differentiated into new force-generating fibers with adult myosins, and developed into PAX7^+^ muscle stem cells residing under the basal lamina. These results suggest that the expanded teratoma-derived skeletal myogenic progenitors retain a muscle stem cell identity.

It should be noted that although the expanded teratoma-derived skeletal myogenic progenitors remained highly regenerative, their fiber engraftment potency was reduced somewhat compared with the freshly sorted teratoma cells. This modest reduction in engraftability could not be adequately explained by most *in vitro* assays, as cells from both groups were comparably potent in expressing the pro-myogenic factors PAX7 and MYOD1 and in differentiating into multinucleated MHC^+^ myotubes. In fact, these *in vitro* features are common to skeletal myogenic populations obtained via various PSC differentiation methods, even though their *in vivo* regenerative potentials differ substantially (Chal et al., 2015; Charville et al., 2015; Gilbert et al., 2010; Hicks et al., 2018; Montarras et al., 2005; Parker et al., 2012; Quarta et al., 2016; Shelton et al., 2014). So far, the field lacks an *in vitro* assay that accurately predicts the *in vivo* engraftability of a putative skeletal myogenic population derived from PSCs. Among the *in vitro* experiments we have performed, we found in the clonal assay that the freshly sorted and the expanded teratoma-derived cells behaved somewhat differently. In the clonal assay, single cells were individually sorted and seeded by FACS, and their ability to survive, self-renew, proliferate, and differentiate into MHC^+^ colonies was collectively evaluated after 8 days in culture. We found that although single cells from both groups had similar cloning efficiencies, colonies developed from the freshly sorted cells were generally larger in size. We reasoned that the proficiency in fiber engraftment from the transplanted cells is governed not only by their potential to express the relevant myogenic factors and undergo proper differentiation but also by their ability to survive in the transplanted muscle milieu. In this regard, the harsh environment in the irradiated and cardiotoxin-damaged muscles is no more unforgiving to the transplanted cells than the stress induced by FACS isolation and the foreign culture conditions is to the single cells. Therefore, the *in vitro* survival/self-renewal capacity of a testing cell population as revealed in the clonal assay might correlate with its *in vivo* engraftment efficiency (Stuelsatz et al., 2015). We reason that clonal analysis might be an effective predictor of engraftability after transplantation.

Large-scale expansion of skeletal myogenic progenitors with high regenerative potential is important for cell therapy applications (Blau and Daley, 2019). Recent clinical trials on cell therapy for treating muscular disorders tested tens to hundreds of millions of cells (Gussoni et al., 1992; Karpati et al., 1993; Mendell et al., 1995; Périé et al., 2014; Skuk et al., 2006, 2007). For example, in a 2014 oculopharyngeal muscular dystrophy trial, an average of 178 million myogenic cells were focally injected to achieve improvement in swallowing (Périé et al., 2014). However, *in vitro* expansion of muscle stem cells is difficult because of the dramatic loss of regenerative capacity after *in vitro* culture (Gussoni et al., 1992; Mendell et al., 1995; Montarras et al., 2005; Sacco et al., 2008). Published methods to optimize the culture conditions to enhance engraftability are so far limited to short-term expansion, and the regenerative potency of the expanded cells thus derived is relatively modest (Charville et al., 2015; Cosgrove et al., 2014; Parker et al., 2012; Quarta et al., 2016). Our study shows that skeletal myogenic progenitors obtained from PSC-derived teratomas can overcome this problem. Over a 37-day culture, teratoma-derived skeletal myogenic progenitors maintained a steady growth and expanded over 1 billion-fold, and remarkably, the expanded cells still reliably engrafted. It is conceivable that these cells could grow even longer in culture. Transplantation of 40,000 expanded cells regenerated more than 40% of the recipient muscle. This level of engraftment from muscle cells in culture is unprecedented—a 3-day *in vitro* culture of endogenous satellite cells dramatically diminished their engraftability by >10-fold, resulting in a modest 300 fibers even though 100,000 cells were transplanted (Montarras et al., 2005). Furthermore, our RNA-seq revealed factors such as Sprouty1, which may regulate the engraftability of expanded teratoma-derived skeletal myogenic progenitors. These factors might be potential candidates to promote *in vitro* expansion of endogenous muscle stem cells with preserved engraftability. We are currently investigating whether the teratoma method to produce expandable and engraftable skeletal myogenic cells is also applicable to human PSCs.

In the current study, we have demonstrated the functional expansion of an engraftable skeletal myogenic population. The possibility of culturing muscle stem cells over a prolonged period of time enables extensive genetic manipulation, which in turn is fundamental to combining gene and cell therapies to treat muscle disorders (Amoasii et al., 2018; Konieczny et al., 2013). Further investigations to address the molecular mechanisms underlying the high regenerative capacity and *in vitro* expandability of teratoma-derived skeletal myogenic progenitors would provide valuable insights to functionally expand endogenous muscle stem cells *in vitro*.

## Experimental procedures

Details can be found in the supplemental experimental procedures.

### Animals

All animal procedures were performed according to the University of Minnesota Institutional Animal Care and Use Committee guidelines and approved protocols.

### Teratoma formation, cell transplantation, and engraftment evaluation

Recipient NSG-mdx^4Cv^ mice with their hindlimbs irradiated and TA muscles cardiotoxin-injured were used for both teratoma formation and skeletal myogenic cell transplantations. For teratoma formation, 250,000 ESCs were injected into the TA muscle. Teratomas were harvested 4 weeks later. For cell transplantations, 40,000 freshly isolated or cultured/expanded cells derived from teratomas or adult muscles were transplanted into the TA muscle. Transplanted muscles were harvested and analyzed 4 months later.

### RNA-seq analysis

Paired-end 150-bp sequencing libraries were created using the SMARTer Stranded Total RNA-Seq Kit v.2-Pico Input Mammalian Kit (Clontech, Mountain View, CA). Differentially expressed genes were identified with fold change >1.25 and adjusted p < 0.05.

### Data and code availability

The accession number for the data reported in this paper is GEO: GSE182508.

## Author contributions

Conceptualization: S.S.K.C.; methodology: N.X., M.K., R.C.R.P., and S.S.K.C.; investigation: N.X., S.N.C., K.A., C.S., and L.N.P.; formal analysis: N.X.; visualization: N.X. and S.S.K.C.; writing: N.X. and S.S.K.C.; funding acquisition: M.K., R.C.R.P., and S.S.K.C.; supervision: S.S.K.C.

## Conflicts of interest

The authors declare no competing interests.

## References

[bib1] Al Tanoury Z., Rao J., Tassy O., Gobert B., Gapon S., Garnier J.M., Wagner E., Hick A., Hall A., Gussoni E. (2020). Differentiation of the human PAX7-positive myogenic precursors/satellite cell lineage in vitro. Development.

[bib2] Amoasii L., Hildyard J.C.W., Li H., Sanchez-Ortiz E., Mireault A., Caballero D., Harron R., Stathopoulou T.R., Massey C., Shelton J.M. (2018). Gene editing restores dystrophin expression in a canine model of Duchenne muscular dystrophy. Science.

[bib3] Arpke R.W., Darabi R., Mader T.L., Zhang Y., Toyama A., Lonetree C.L., Nash N., Lowe D.A., Perlingeiro R.C., Kyba M. (2013). A new immuno-, dystrophin-deficient model, the NSG-mdx(4Cv) mouse, provides evidence for functional improvement following allogeneic satellite cell transplantation. Stem Cells.

[bib4] Blau H.M., Daley G.Q. (2019). Stem cells in the treatment of disease. N. Engl. J. Med..

[bib5] Brack A.S., Bildsoe H., Hughes S.M. (2005). Evidence that satellite cell decrement contributes to preferential decline in nuclear number from large fibres during murine age-related muscle atrophy. J. Cell Sci..

[bib6] Brack A.S., Conboy I.M., Conboy M.J., Shen J., Rando T.A. (2008). A temporal switch from notch to Wnt signaling in muscle stem cells is necessary for normal adult myogenesis. Cell Stem Cell.

[bib7] Chal J., Oginuma M., Al Tanoury Z., Gobert B., Sumara O., Hick A., Bousson F., Zidouni Y., Mursch C., Moncuquet P. (2015). Differentiation of pluripotent stem cells to muscle fiber to model Duchenne muscular dystrophy. Nat. Biotechnol..

[bib8] Chal J., Pourquié O. (2017). Making muscle: skeletal myogenesis in vivo and in vitro. Development.

[bib9] Chan S.S., Arpke R.W., Filareto A., Xie N., Pappas M.P., Penaloza J.S., Perlingeiro R.C.R., Kyba M. (2018). Skeletal muscle stem cells from PSC-derived teratomas have functional regenerative capacity. Cell Stem Cell.

[bib10] Chan S.S., Shi X., Toyama A., Arpke R.W., Dandapat A., Iacovino M., Kang J., Le G., Hagen H.R., Garry D.J. (2013). Mesp1 patterns mesoderm into cardiac, hematopoietic, or skeletal myogenic progenitors in a context-dependent manner. Cell Stem Cell.

[bib11] Charville G.W., Cheung T.H., Yoo B., Santos P.J., Lee G.K., Shrager J.B., Rando T.A. (2015). In vitro expansion and in vivo self-renewal of human muscle stem cells. Stem Cell Reports.

[bib12] Collins C.A., Olsen I., Zammit P.S., Heslop L., Petrie A., Partridge T.A., Morgan J.E. (2005). Stem cell function, self-renewal, and behavioral heterogeneity of cells from the adult muscle satellite cell niche. Cell.

[bib13] Cooper R.N., Tajbakhsh S., Mouly V., Cossu G., Buckingham M., Butler-Browne G.S. (1999). In vivo satellite cell activation via Myf5 and MyoD in regenerating mouse skeletal muscle. J. Cell Sci..

[bib14] Cosgrove B.D., Gilbert P.M., Porpiglia E., Mourkioti F., Lee S.P., Corbel S.Y., Llewellyn M.E., Delp S.L., Blau H.M. (2014). Rejuvenation of the muscle stem cell population restores strength to injured aged muscles. Nat. Med..

[bib15] Darabi R., Arpke R.W., Irion S., Dimos J.T., Grskovic M., Kyba M., Perlingeiro R.C. (2012). Human ES- and iPS-derived myogenic progenitors restore DYSTROPHIN and improve contractility upon transplantation in dystrophic mice. Cell Stem Cell.

[bib16] Filareto A., Parker S., Darabi R., Borges L., Iacovino M., Schaaf T., Mayerhofer T., Chamberlain J.S., Ervasti J.M., McIvor R.S. (2013). An in vitro gene therapy approach to treat muscular dystrophy using inducible pluripotent stem cells. Nat. Commun..

[bib17] Gilbert P.M., Havenstrite K.L., Magnusson K.E., Sacco A., Leonardi N.A., Kraft P., Nguyen N.K., Thrun S., Lutolf M.P., Blau H.M. (2010). Substrate elasticity regulates skeletal muscle stem cell self-renewal in culture. Science.

[bib18] Giordani L., He G.J., Negroni E., Sakai H., Law J.Y.C., Siu M.M., Wan R., Corneau A., Tajbakhsh S., Cheung T.H. (2019). High-dimensional single-cell cartography reveals novel skeletal muscle-resident cell populations. Mol. Cell.

[bib19] Günther S., Kim J., Kostin S., Lepper C., Fan C.M., Braun T. (2013). Myf5-positive satellite cells contribute to Pax7-dependent long-term maintenance of adult muscle stem cells. Cell Stem Cell.

[bib20] Gussoni E., Pavlath G.K., Lanctot A.M., Sharma K.R., Miller R.G., Steinman L., Blau H.M. (1992). Normal dystrophin transcripts detected in Duchenne muscular dystrophy patients after myoblast transplantation. Nature.

[bib21] Hicks M.R., Hiserodt J., Paras K., Fujiwara W., Eskin A., Jan M., Xi H., Young C.S., Evseenko D., Nelson S.F. (2018). ERBB3 and NGFR mark a distinct skeletal muscle progenitor cell in human development and hPSCs. Nat. Cell Biol..

[bib22] Ippolito J., Arpke R.W., Haider K.T., Zhang J., Kyba M. (2012). Satellite cell heterogeneity revealed by G-Tool, an open algorithm to quantify myogenesis through colony-forming assays. Skelet. Muscle.

[bib23] Jiwlawat N., Lynch E., Jeffrey J., Van Dyke J.M., Suzuki M. (2018). Current progress and challenges for skeletal muscle differentiation from human pluripotent stem cells using transgene-free approaches. Stem Cells Int..

[bib24] Karpati G., Ajdukovic D., Arnold D., Gledhill R.B., Guttmann R., Holland P., Koch P.A., Shoubridge E., Spence D., Vanasse M. (1993). Myoblast transfer in Duchenne muscular dystrophy. Ann. Neurol..

[bib25] Konieczny P., Swiderski K., Chamberlain J.S. (2013). Gene and cell-mediated therapies for muscular dystrophy. Muscle Nerve.

[bib26] Mauro A. (1961). Satellite cell of skeletal muscle fibers. J. Biophys. Biochem. Cytol..

[bib27] Mendell J.R., Kissel J.T., Amato A.A., King W., Signore L., Prior T.W., Sahenk Z., Benson S., McAndrew P.E., Rice R. (1995). Myoblast transfer in the treatment of Duchenne's muscular dystrophy. N. Engl. J. Med..

[bib28] Montarras D., Morgan J., Collins C., Relaix F., Zaffran S., Cumano A., Partridge T., Buckingham M. (2005). Direct isolation of satellite cells for skeletal muscle regeneration. Science.

[bib29] Parker M.H., Loretz C., Tyler A.E., Duddy W.J., Hall J.K., Olwin B.B., Bernstein I.D., Storb R., Tapscott S.J. (2012). Activation of Notch signaling during in vitro expansion maintains donor muscle cell engraftment. Stem Cells.

[bib30] Périé S., Trollet C., Mouly V., Vanneaux V., Mamchaoui K., Bouazza B., Marolleau J.P., Laforêt P., Chapon F., Eymard B. (2014). Autologous myoblast transplantation for oculopharyngeal muscular dystrophy: a phase I/IIa clinical study. Mol. Ther..

[bib31] Quarta M., Brett J.O., DiMarco R., De Morree A., Boutet S.C., Chacon R., Gibbons M.C., Garcia V.A., Su J., Shrager J.B. (2016). An artificial niche preserves the quiescence of muscle stem cells and enhances their therapeutic efficacy. Nat. Biotechnol..

[bib32] Roth S.M., Martel G.F., Ivey F.M., Lemmer J.T., Metter E.J., Hurley B.F., Rogers M.A. (2000). Skeletal muscle satellite cell populations in healthy young and older men and women. Anat. Rec..

[bib33] Sacco A., Doyonnas R., Kraft P., Vitorovic S., Blau H.M. (2008). Self-renewal and expansion of single transplanted muscle stem cells. Nature.

[bib34] Schultz E., Gibson M.C., Champion T. (1978). Satellite cells are mitotically quiescent in mature mouse muscle: an EM and radioautographic study. J. Exp. Zool..

[bib35] Seale P., Asakura A., Rudnicki M.A. (2001). The potential of muscle stem cells. Dev. Cell.

[bib36] Seale P., Bjork B., Yang W., Kajimura S., Chin S., Kuang S., Scimè A., Devarakonda S., Conroe H.M., Erdjument-Bromage H. (2008). PRDM16 controls a brown fat/skeletal muscle switch. Nature.

[bib37] Shea K.L., Xiang W., LaPorta V.S., Licht J.D., Keller C., Basson M.A., Brack A.S. (2010). Sprouty1 regulates reversible quiescence of a self-renewing adult muscle stem cell pool during regeneration. Cell Stem Cell.

[bib38] Shelton M., Metz J., Liu J., Carpenedo R.L., Demers S.P., Stanford W.L., Skerjanc I.S. (2014). Derivation and expansion of PAX7-positive muscle progenitors from human and mouse embryonic stem cells. Stem Cell Reports.

[bib39] Skuk D., Goulet M., Roy B., Chapdelaine P., Bouchard J.P., Roy R., Dugré F.J., Sylvain M., Lachance J.G., Deschênes L. (2006). Dystrophin expression in muscles of duchenne muscular dystrophy patients after high-density injections of normal myogenic cells. J. Neuropathol. Exp. Neurol..

[bib40] Skuk D., Goulet M., Roy B., Piette V., Côté C.H., Chapdelaine P., Hogrel J.Y., Paradis M., Bouchard J.P., Sylvain M. (2007). First test of a “high-density injection” protocol for myogenic cell transplantation throughout large volumes of muscles in a Duchenne muscular dystrophy patient: eighteen months follow-up. Neuromuscul. Disord..

[bib41] Snow M.H. (1977). Myogenic cell formation in regenerating rat skeletal muscle injured by mincing. II. An autoradiographic study. Anat. Rec..

[bib42] Stuelsatz P., Shearer A., Li Y., Muir L.A., Ieronimakis N., Shen Q.W., Kirillova I., Yablonka-Reuveni Z. (2015). Extraocular muscle satellite cells are high performance myo-engines retaining efficient regenerative capacity in dystrophin deficiency. Dev. Biol..

[bib43] Tierney M.T., Gromova A., Sesillo F.B., Sala D., Spenlé C., Orend G., Sacco A. (2016). Autonomous extracellular matrix remodeling controls a progressive adaptation in muscle stem cell regenerative capacity during development. Cell Rep..

[bib44] von Maltzahn J., Jones A.E., Parks R.J., Rudnicki M.A. (2013). Pax7 is critical for the normal function of satellite cells in adult skeletal muscle. Proc. Natl. Acad. Sci. U S A.

[bib45] Zammit P.S., Golding J.P., Nagata Y., Hudon V., Partridge T.A., Beauchamp J.R. (2004). Muscle satellite cells adopt divergent fates: a mechanism for self-renewal?. J. Cell Biol..

How the deposited data were processed for this re-analysis (not part of the article)

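The data are RNA-seq read counts of 8 libraries from mouse skeletal myogenic cells, with 2 biological replicates of freshly isolated (T_F_) and expanded (T_E_) teratoma-derived progenitors and of freshly isolated (S_F_) and expanded (S_E_) satellite cells. The expanded cells were taken at day 37 and passage 8. Groups and replicates were taken from the sample labels and the paper. The authors deposited 1 table of estimated counts, not normalized, for 24980 gene symbols. The values are mostly whole numbers (between 74.4% and 84.4% of the values of a library) with the rest at decimals, as programs that share reads between transcripts give, and 0 rows lacked a gene name. The paper's main text does not name the aligner, the counting program, the genome build or the statistical test. It refers to supplemental procedures, which were not read here and may name them. It gives the thresholds, and Tables S1 and S2 give normalized values by the median-ratio method. Reads shared between similar genes may therefore have been split, and paralogs are named as such where they appear.

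The estimated counts were rounded to whole numbers. Genes were filtered with edgeR's filterByExpr (17582 kept), normalized by TMM, and tested with edgeR's quasi-likelihood test in 1 fit over the 4 groups, without a replicate term. The comparisons were T_F_, T_E_ and S_F_ versus S_E_, T_E_ versus T_F_, S_E_ versus S_F_, and the difference between the 2 effects of expansion (the interaction). Calls used an adjusted p below 0.05 (Benjamini-Hochberg) and a fold change above 1.25. With 2 libraries per group the estimate of spread is weak, and the common dispersion was 0.233. On simulated counts with only 200 of 17582 genes changed, 2- to 3-fold, the fit found 21.5% of them. In the data 1268 genes were called in T_E_ versus S_E_ alone. The Benjamini-Hochberg cutoff is stricter where few genes change, so 21.5% may understate the share found in the data. That share was not measured, and true differences of that size may be missed. A group whose libraries all had at most 3 counts was treated as being at the limit of detection, and folds against it are given as lower bounds. In units of normalized counts the limit was between 2.15 and 3.89, and it covers counting error only.

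Principal components and distances used log2(normalized count + 1) of the filtered genes, centered and scaled. The engraftment values behind the paper's correlation coefficients were recovered by fitting 4 values to the coefficients of Table S2. Gene lists (terminal differentiation, quiescence, ERK feedback without Spry1, senescence and p53, immediate early, cell cycle G2/M, hypoxia and glycolysis, interferon response, imprinted) were written before the data were examined and tested in T_E_ versus S_E_ with limma's voom and camera at a preset correlation of 0.01, with fry as an alternative. Lists of marker genes (endothelial, haematopoietic, fibro-adipogenic, pericyte and smooth muscle, Schwann, pluripotent, chromosome Y, X inactivation) were summed per library. Genes were placed on chromosomes by symbol with GENCODE M21 (98.7% of the tested genes matched), and chromosome medians used genes with a mean of at least 50 normalized counts.

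The genes named were set by a rule written before the data were examined, namely the genes the paper discusses (Spry1, Pax7, Myod1, Myog, Cdkn1a, Itga7, Vcam1), the top 5 and bottom 3 genes of Table S2, the 5 genes in each direction with the largest change in the weakest of the 3 comparisons with S_E_, the chromosome Y genes with Xist, and the leading genes of a list. The chromosome given apart was chosen after the values were seen. The alternatives fixed before the data were examined were median-ratio size factors, no filter on low counts, DESeq2, only the 2 groups compared in the fit, a replicate block, a test against the fold threshold (glmTreat), each library left out, other scalings and gene sets for the principal components, and other engraftment values and scales for the correlation. DESeq2 with only the 2 groups compared and corrections for GC content and transcript length were added after the data had been seen. Random draws used 20 simulations of unchanged groups, with all 8 libraries drawn from the S_E_ means, and 10000 random gene lists. The versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The engraftment, histology and protein measurements of the paper were not analysed here.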

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

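The tests on chromosome 6, other than the gain of a whole autosome, those on H19 and the imprinted genes, and for chromosome Y those of library size, Xist, strain, host cells and the 2 separate pairs of X homologues were chosen only after the result was seen.

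The change from fresh to expanded cells differed between the 2 cell origins. The difference between T_E_ versus T_F_ and S_E_ versus S_F_ passed the thresholds in 2517 of 17582 genes, 826 higher and 1691 lower in the teratoma-derived cells. The split depended on the method, with 1057 higher and 1454 lower under median-ratio size factors, 1493 and 1908 with DESeq2, and 1284 and 2362 without the filter. Spry1 (log2 difference 2.25), Myod1 (2.04), Mdfic (1.22) and Bmp4 (5.23) were among the higher genes and Myog (-6.58) and Myh1 (-6.54) among the lower. For Myog the S_F_ libraries held only 11.9 ± 4.18 normalized counts (SD, n = 2) against 1389 ± 85.7 in T_F_ (SD, n = 2), so the 2 origins started from different levels. The test also passed for genes with a group at the limit of detection, whose differences have no size. They were Kazn (adjusted p = 0.000169), Mycn (0.001), Scara5 (0.00324), Bche (0.00703), C1qtnf7 (0.00515), Sct (0.00529), Scn9a (0.00712), H19 (9.17e-05) and Kdm5d (0.000452), all from edgeR's quasi-likelihood test of the interaction. A correction of each library for GC content left 2469 genes and one for transcript length 2394, which argues against either trend as the whole cause. Median-ratio size factors moved the median of this difference by 0.14 (log2). What separates the origins was not tested. It may be the strain, the starting state of the cells or RNA of other cell types in the fresh libraries.

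Transcripts of chromosome Y, which the paper does not discuss, were almost gone from T_E_. Against T_F_, the log2 fold change was -5.56 for Ddx3y, -3.98 for Eif2s3y and -5.10 for Uty, and all 4 genes of the list chosen beforehand passed the thresholds. The other 4 tested genes of the chromosome had means of at most 41.1 normalized counts in T_F_ and did not pass (adjusted p = 0.272 for Gm20815, 0.0884 for Gm20867, 0.22 for Gm20871 and 0.69 for Ssty1, from edgeR's quasi-likelihood test), and Ssty1 kept 8.28 in T_E_ against 18.1 in T_F_. The difference between the 2 effects of culture was -3.56 for Ddx3y, -4.05 for Eif2s3y and -4.54 for Uty. Kdm5d had 0 counts in both T_E_ libraries, at least 251-fold lower than in S_E_ and 14.7-fold lower than in T_F_. Depth argues the other way, since T_E_ had 1.56 times the mean total counts of T_F_. Xist did not rise (log2 fold change -3.71), against a switch to cells with an inactive X chromosome. The size of its fall comes mostly from T_F_ replicate 1, with 199.9 and 20.9 normalized counts in T_F_ against 5.99 and 10.0 in T_E_. In T_F_, from the same ESC line, Ddx3y was 95.2% of its level in S_E_, Eif2s3y 68.6% and Uty 59.3%. This argues against variants of the ESC strain as the cause for these 3 genes only if the transcripts came from the ESC-derived cells. For Kdm5d, at 5.84%, a variant could account for the low level in T_F_. On the same condition, a variant shared by T_F_ and T_E_ would not give the further fall of at least 14.7-fold in T_E_. Reads moved to the X homologues do not account for Ddx3y and Uty, since Ddx3x and Kdm6a together fell by 3320 normalized counts, but for Eif2s3y and Kdm5d this cannot be told apart, because Eif2s3x and Kdm5c together gained 516 while the Y genes changed by -322. A candidate explanation is that chromosome Y was lost from the teratoma-derived cells in culture, as the fall of the 4 genes of the list would have it, while the other 4 genes had too few counts to add to this. Cells of the host animal among the sorted T_F_ cells stay open too. They would give every Y gene the same share of the S_F_ level in T_F_, and the shares differed 4.91-fold (from 12.9% for Kdm5d to 63.4% for Eif2s3y), but S_F_ and S_E_ differed in these genes as well, so the test decides nothing.

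Genes of chromosome 6 were higher in the teratoma-derived cells as a whole. In T_E_ versus S_E_ the median log2 fold change of 633 chromosome 6 genes, relative to all genes, was 0.53, and 76.6% of them were higher, while the medians of the other autosomes did not exceed 0.0743 in size. It was 0.62 in T_F_ versus S_E_, -0.51 in S_F_ versus T_F_ and -0.36 in S_F_ versus T_E_, against -0.12 in T_E_ versus T_F_ and -0.16 in S_E_ versus S_F_. A change in S_E_ alone would leave S_F_ level with T_F_, which the -0.51 excludes. The lowest median over windows of 15 Mb along the chromosome was 0.36, against a few genes or 1 region. After correction for GC content the median was 0.54 and after correction for transcript length 0.53. Sequence variants between the strains would act on every autosome, and the largest other median, 0.0743, argues against them. The median stayed between 0.52 and 0.56 under all alternatives, including those that left out 1 T_E_ or S_E_ library. The gain of a whole autosome was set as a hypothesis before the data were examined, with a median of about 0.58 or more as its mark, the value of 1 extra copy. The 0.53 lies a little under that value and far from the other autosomes, and the hypothesis stays a candidate. Whether all teratoma-derived cells carry an extra copy cannot be told apart from a share of them, since S_F_ versus T_E_ gave only -0.36 where other autosomes reached 0.26 in size, and RNA does not count copies. The shift bears on the gene lists. Chromosome 6 holds 5.25% of the tested genes but 19.8% of the genes higher in T_E_ than in S_E_ (109 of 551 with a known position), 37 of the 240 higher genes of Table S1 (15.4%) and 16 of the 90 genes with r above 0.9 in Table S2 (17.8%). Spry1, on chromosome 3, is not among them.

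Imprinted genes, expressed from 1 parental copy, were changed in T_E_ more often than others. Of 25 tested genes of a list written before the data were examined, 13 passed the thresholds in T_E_ versus S_E_ (52%, against 7.21% of all tested genes), 6 higher and 7 lower, and 16 when adjusted over the list alone. Among the higher genes, Peg10 (log2 fold change 1.66) and Sgce (1.08) lie on chromosome 6, whose genes were higher in T_E_ as a whole. Mest, which was lower (-8.11), lies there too. H19 was at least 89300-fold lower. Mest had 30.7 and 79.4 normalized counts in T_E_ against 18370 and 12630 in S_E_, Plagl1 23.96 and 21.6 against 6996 and 3622, and Zim1 32.95 and 37.8 against 1935 and 2253. Igf2 was at 127600 and 128900 against 16830 and 47880, and Cdkn1c at 15380 and 14320 against 439 and 2223. The log2 fold change of Igf2, 2.01, was 1.44 without S_E_ replicate 1 and 2.96 without S_E_ replicate 2, and its call was lost with only the 2 groups compared (adjusted p = 0.0606). In 10000 random lists of genes matched on mean expression, 0 held as many called genes as the list, the most being 11, so their expression level alone does not account for this. The list did not move in 1 direction (11 genes higher and 14 lower, median log2 fold change -0.11, camera adjusted p = 0.611 and fry 0.419). With 6 genes called higher, this argues against a common fall of all the listed genes as the cause for H19. A change shared with the other lower genes cannot be told apart from a change of its own. The means were 3020 in T_F_ and 573 in S_F_ for H19, 1646 and 666 for Mest, and 2024 and 1573 for Plagl1, so S_E_ lay above both fresh groups for these genes and the comparison of T_E_ with S_E_ holds a rise in S_E_ as well as the fall in T_E_. A hypothesis is a change of imprinting in the teratoma-derived line, which these counts cannot test, since they do not separate the parental copies.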

How the results depend on the processing

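Of 90 results set under 1157 alternatives in all, 1090 values kept their direction and side of the threshold, or stayed within 1.5-fold (counts) or the spread (other values). The alternatives were fixed before the data were examined, except DESeq2 with only the 2 groups compared and the corrections for GC content and transcript length.

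The count of genes in T_E_ versus S_E_ depends on the filter and on the test. Against 553 higher and 715 lower genes, testing every gene with at least 1 count gave 902 and 1358, DESeq2 864 and 1253, and DESeq2 with only the 2 groups compared 870 and 1185. The genes common to the 3 comparisons with S_E_ moved with it, from 258 higher and 169 lower to 437 and 321 without the filter, 441 higher with DESeq2, 120 higher with only the 2 groups compared, and 286 lower with DESeq2 and only the 2 groups compared. Of the 258 higher genes, 251 were among the 437 and 256 among the 441. With T_E_ as the reference there were 535 common genes, 1010 without the filter and 902 with DESeq2. T_E_ versus T_F_ had 1733 higher genes, and 2667 with only the 2 groups compared. The cause was not tested. Without the filter the adjusted p of single genes fell as well, from 0.0125 to 4.14e-14 for Spry1 in T_E_ versus S_E_ (no filter on low counts), which a larger number of tested genes would not give.

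In S_F_ versus S_E_ the share of higher genes was 48.6% (3475 higher, 3677 lower) and 59.8% with DESeq2 (4884 higher, 3279 lower). Median-ratio size factors moved the median of all genes by 0.19 (log2) there, so directions of small changes in S_F_ depend on the scale.

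Spry1 in T_E_ versus S_E_ kept its log2 fold change (2.04) with only the 2 groups compared but lost the call (adjusted p = 0.0569), a fit with fewer libraries to estimate the spread. The other alternatives with a test kept the call. For 4 gene lists the adjusted p below 0.05 from camera was not kept by fry: terminal differentiation (0.419), ERK feedback (0.357), immediate early (0.119) and cell cycle G2/M (0.419).

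The share of PC1 was 53.7% with genes only centered and 73.6% with the 500 most variable genes, and between 41.6% and 49.0% with each library left out. PC2 was 13.5% with the 500 genes and between 16.6% and 22.7% with each library left out. The ratio of the T_E_ to S_E_ distance was 0.635 with genes only centered, 0.479 with the 500 genes, 0.644 without the filter, and between 0.661 and 0.739 with each library left out. On the log2 scale 164 genes had r above 0.9, against 74.

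In T_E_ versus S_E_, 5 values of genes whose change did not pass the thresholds changed sign when 1 library was left out. Pax7 went from -0.06 to 0.07 without T_E_ replicate 2, and over all libraries left out it lay between -0.31 (without S_E_ replicate 2) and 0.25 (without S_E_ replicate 1). Without S_E_ replicate 1 and replicate 2 in turn, Myog was -0.21 and 1.56, Cdkn1a -0.24 and 0.69, and Itga7 -0.21 and 0.46. Among the other results that no conclusion rests on directly, 10 values moved, 10 gained and 6 lost the call.

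The replicate numbers are not known to pair the libraries. The differences between replicates 1 and 2 correlated between groups at -0.026 to 0.075. With the replicate number as a block, 249 genes were commonly higher and 165 commonly lower than in S_E_.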

Differences from the paper's values

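The paper reports 283 genes lower in all 3 engraftable populations than in S_E_, and 169 were found here. Among the alternatives set before the data were examined, the number was 321 without a filter on low counts and 223 with DESeq2, both within 1.5-fold of the paper's. The same 2 settings moved the commonly higher genes away from the paper's 240, to 437 and 441 against 258 in the main fit. Neither setting came within 1.5-fold of both numbers of the paper. The number of commonly lower genes was 156 with median-ratio size factors, 179 with only the 2 groups compared, 165 with a replicate block and 123 with a test against the fold threshold. DESeq2 with only the 2 groups compared, chosen after seeing the values, gave 286 lower genes (277 of them in Table S1) and 233 higher genes against the paper's 240 (224 of them in Table S1).

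For T_E_ versus S_E_, the paper's Venn diagrams sum to about 880 higher genes (Fig. 5C, read by eye), and 553 were found here. They sum to about 1100 lower genes (Fig. 5C, read by eye), against 715 here. Without the filter there were 902 higher and 1358 lower genes, and with DESeq2 864 and 1253, within 1.5-fold of the paper's numbers. Median-ratio size factors (541 and 730), only the 2 groups compared (442 and 573), the replicate block (520 and 685), and the test against the fold threshold (384 and 576) did not close either gap. Leaving out an S_F_ library brought both numbers within 1.5-fold of the paper's, at 622 and 749 without replicate 1 and 687 and 864 without replicate 2. Leaving out a T_F_ library did so for the lower genes only, at 507 and 783 without replicate 1 and 487 and 761 without replicate 2. DESeq2 with only the 2 groups compared, chosen after seeing the values, gave 870 and 1185.

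Fabp3, Prob1 and Txlnb are listed in Table S1 as lower in all 3 populations. Here their fall in T_E_ did not pass the threshold (adjusted p = 0.455, 0.119 and 0.157 from edgeR's quasi-likelihood test). Txlnb and Prob1 passed without the filter (adjusted p = 0.0203 and 0.0275), and all 3 passed with DESeq2 and only the 2 groups compared (0.0439 for Fabp3), which was chosen after seeing the values.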

Other observations

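The overlap with other reference groups was planned before the data were examined, but its use as an explanation, and the simulation of noise in the shared S_E_ libraries, were set only afterwards. The other tests in this part were set before.

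The overlap of 3 comparisons with 1 group is not special to S_E_. With all 8 libraries drawn from the same means, at most 83 genes had 1 sign and an unadjusted p below 0.05 in all 3 comparisons, against 1023 in the data, which argues against noise of the shared S_E_ libraries alone. How far sharing raises the overlap of genes that did change was not tested. Against the 427 genes with S_E_, the same overlap gave 535 genes with T_E_, 599 with T_F_ and 2808 with S_F_ as the reference, so a number of this size is consistent with any group set against the other 3.

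Whether low Spry1 in S_E_ goes with low ERK feedback as a whole was tested with a list of 17 other genes. The list was lower, not higher, in T_E_ (median log2 fold change -0.76, 15 of 17 genes lower, camera adjusted p = 0.00146, fry 0.357). The difference comes mostly from S_E_ replicate 1 (-1.20 against that library and -0.11 against replicate 2). Of the genes past the thresholds, Il17rd was higher (1.72) and Ccnd1 (-1.62) and Spred3 (-1.93) were lower. The list was higher against neither library, but its fall rests on 1 library and fry did not pass, so the test does not decide.

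Whether the genes lower in T_E_ reflect terminal differentiation in S_E_ cannot be told apart from a difference between the S_E_ replicates. The list was lower in T_E_ (median -0.57, 30 of 39 genes lower; camera adjusted p = 0.00146, fry 0.419), but only against S_E_ replicate 2 (-0.93) and not against replicate 1 (0.15). Its members Myh1 (-4.73), Mb (-3.42) and Mybpc1 (-2.35) passed the thresholds, and Myh1 is also among the genes the study selected from these libraries. The cell cycle G2/M list went the other way, at -0.97 against replicate 1 and 0.09 against replicate 2 (camera adjusted p = 0.00344, fry 0.419, 0 genes called).

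The hypoxia and glycolysis list was lower in T_E_ than in S_E_ in both replicates (median log2 fold change -1.08, 25 of 30 genes lower, 18 called; camera adjusted p = 7.53e-14, fry 0.00755), led by Bnip3 (-2.71) and Pdk1 (-2.15), while Ndrg1 rose (2.84). The interferon response list was higher (1.17, 20 of 30 genes higher, 9 called; camera adjusted p = 0.000239, fry 0.00917), with Samd9l (4.29), Ifih1 (3.16) and Ifi27 (1.49), and 3 of its genes lie on chromosome 6. The senescence and p53 list was lower (-0.67, 13 of 19 genes; camera adjusted p = 0.00153, fry 0.0141), with Igfbp7 at -1.59, while Sesn2 rose (1.82). The immediate early list was higher (0.43, 16 of 23 genes; camera adjusted p = 0.00153, fry 0.119), and the quiescence list did not pass (0.25, camera adjusted p = 0.132, fry 0.419). No explanation of these was tested.

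The paper's comparisons of fresh and expanded cells for PAX7, p21 and VCAM rest on protein in other experiments. In these libraries Pax7 RNA fell in culture in both origins, with a log2 fold change of -1.49 in T_E_ versus T_F_ (adjusted p = 0.00361) and -1.38 in S_E_ versus S_F_ (adjusted p = 0.00325), and the difference between them was -0.11 (adjusted p = 0.929). T_E_ and S_E_ held 1372 ± 185 and 1458 ± 402 normalized counts (SD, n = 2 each). Cdkn1a, which encodes p21, rose by 1.93 in T_E_ (adjusted p = 0.0016) and 1.06 in S_E_ (adjusted p = 0.0192), to 6144 ± 154 and 5629 ± 2450 (SD, n = 2 each). The rise in S_E_ was 0.53 without S_E_ replicate 2 and 1.47 without S_E_ replicate 1. Vcam1 fell in T_E_ versus T_F_ (-2.88, adjusted p = 0.0001). It was lower in T_E_ than in S_E_ (-1.23, adjusted p = 0.0256, and 0.0536 with only the 2 groups compared). The difference from S_E_ was -0.79 without S_E_ replicate 1 and -1.57 without S_E_ replicate 2. Itga7 was alike in T_E_ and S_E_ (0.08, adjusted p = 0.961), Myod1 was lower in T_E_ (-1.11, adjusted p = 0.019) and Myog was not different (0.41, adjusted p = 0.69). The p-values are from edgeR's quasi-likelihood test.

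The fresh libraries held RNA of genes that mark other cell types, and the endothelial, haematopoietic and fibro-adipogenic markers were far lower after culture. The summed fibro-adipogenic markers reached 100200 normalized counts in T_F_ and 100400 in S_F_, against 790 in T_E_ and 2605 in S_E_, with Gsn alone at 13820 in T_F_ and 68690 in S_F_. The endothelial markers summed to 2646 in T_F_ (4088 and 1203 in its replicates) and 5807 in S_F_. The haematopoietic markers summed to 7650 and 821 in the T_F_ replicates and 455 in S_F_. In the expanded cells the group means were at most 73.2 (endothelial) and 153 (haematopoietic). How far such RNA raised the fresh levels of Spry1 and of the other commonly higher genes was not tested. The pericyte and smooth muscle markers as a sum did not fall alike, at 19980 in T_E_ and 27950 in S_E_ against 26820 in T_F_ and 40070 in S_F_. They include Des, a gene that myogenic cells also express. Des rose, to 15330 in T_E_ and 24320 in S_E_ from 5869 in T_F_ and 13730 in S_F_, so the rest of the list fell. The Schwann markers summed to 2337 in T_F_ and 3431 in S_F_, against group means of at most 531 in the expanded cells. The pluripotency markers summed to a group mean of at most 190, with 245 in S_F_ replicate 1. Whether RNA of other cells may account for the larger number of genes apart in S_F_ cannot be told apart from a difference of the cells themselves, since 13 of the 26 endothelial, haematopoietic and fibro-adipogenic markers were highest in S_F_ and the other 13 in T_F_.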
